A study of Mus musculus with 11 samples. Its data were reported in "Mammary tumour cells remodel the bone marrow vascular microenvironment to support metastasis" (2021).

How the data were processed

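Endothelial cells expressing high CD31 and high endomucin were sorted by flow cytometry from marrow of tumour-burdened and healthy BALB/c mice, after microdissection of the burdened bones into infiltrated and adjacent areas, and libraries were prepared with a low-input full-length RNA protocol. Each library came from a small number of sorted cells, and amplification from so little RNA leaves many transcripts present in one library and absent from the next. Per the labels, the groups were met (3 libraries), non-met (6) and control (2), and the mouse pool of each library was taken from the labels as well. Per the paper's methods the authors aligned the reads to mm10 with Rsubread and counted them per Entrez gene with featureCounts and its built-in annotation. The deposited values are raw counts of reads per gene, with no normalisation. The series table and the 11 single-library tables held the same counts. Whether the counting used strand is not stated, so genes that overlap another gene are named as such.

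The table had 27179 rows identified by Entrez gene ID. Symbols and coordinates came from the RefSeq annotation of GRCm38.p6, the build of mm10, for 25275 rows, and 18 further symbols came from GENCODE. The 1886 rows without a name, 36 ribosomal RNA rows and 1794 predicted-gene rows were left out, and 23463 rows remained. The authors describe removing obsolete, predicted and ribosomal entries and unassembled contigs. They do not define the ribosomal genes, and a row without a name here need not be obsolete. The rows removed can therefore differ from theirs. The rows left out held 1.95% to 15.8% of the counts of a library. Genes were kept with filterByExpr of edgeR (minimum count 10, minimum total 15), which left 11948. The paper does not name a scaling, and counts were scaled by TMM here.

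The tests were fixed before the data were examined. The authors state voomLmFit with empirical sample weights, and it was used here from edgeR 4.0.16. The choice of 1 model of all 11 libraries with 3 groups and no covariate was made here, with contrasts and empirical Bayes moderation in limma 3.58.1, and Benjamini-Hochberg adjustment with a threshold of 0.05. The sample weights ranged from 0.43 to 1.96. Log2 CPM of single libraries used a prior count of 2. Differences of single values between groups were tested by exact two-sided permutation of the libraries, over 84, 10 and 28 splits for the 3 comparisons. These splits ignore mouse pool and treat libraries of one pool as independent. For met against non-met, splits that kept to the pools would be fewer and their smallest P larger. Gene sets and marker sets of other cell types were lists written before the data were examined, and were tested with camera (inter-gene correlation 0.01) on the fitted values, with adjustment over the 9 process sets and over the marker sets. The process sets stand in part for themes the study names from the same libraries, among them angiogenesis, basement membrane and interferon. A set needed at least 3 tested genes. The set for T and NK cells had fewer and was not tested. Many genes of the lists are also expressed by the sorted endothelium. With a mean of at least 10 CPM in the controls counted as expressed, these were 14 of 14 tested genes for basement membrane, 22 of 22 for tip cells, 25 of 31 for interferon response, 9 of 13 for inflammatory chemokines, 13 of 23 for proliferation, 18 of 20 for hypoxia, 21 of 21 for immediate early genes, 12 of 12 for sinusoidal, 11 of 14 for arterial and 20 of 20 for general endothelium. For the other cell types they were 14 of the 20 stromal genes, 8 of the 27 granulocyte genes, 5 of the 12 monocyte genes, 3 of the 7 red cell genes, 1 of the 6 megakaryocyte genes, 1 of the 9 epithelial genes and 0 of the 4 B cell genes. The interferon set holds *Cxcl10* and *Cxcl11*, the basement membrane set *Col4a1*, *Col4a2* and *Hspg2*, and the granulocyte set *S100a8*, and the study had picked *Cxcl10*, *Cxcl11*, *Col4a1*, *Col4a2* and *S100a8* from the same libraries. A group whose libraries all had 3 reads or fewer for a gene was taken to be at the floor, and folds against it are lower bounds.

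The genes named were chosen by a rule fixed in advance. They are the genes the study's text names for these libraries, the sort markers *Pecam1* and *Emcn*, *Csf3r* and *Csf3*, and, for met against non-met, up to 5 genes in each direction with the smallest adjusted P among those past the threshold whose libraries did not overlap between the groups. For the other comparisons up to 3 genes in each direction were taken in the same way. Genes outside this rule are marked where they appear.

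Alternatives fixed in advance were the edgeR quasi-likelihood test, DESeq2 1.42.0, no sample weights, library size or RLE scaling, no filter (at least 1 read), a mean of at least 5 CPM, predicted and ribosomal genes kept, mouse pool as a random or a fixed block, libraries of one pool and group summed, 2 groups only, each library left out, and for sets fry and an estimated correlation. Chosen after seeing the data were limma-trend on unweighted log2 CPM, a term for 2 library sets, and fits within each set. The pools pair libraries of the same animals. Spearman correlations across genes, which are not independent replicates, were 0.307 and 0.359 for the 2 pairs of one group and pool, compared with 0.093 to 0.674 for 17 pairs of one group from other pools. They were 0.222 to 0.439 for the 4 same-pool pairs that cross met and non-met. With pool as a random effect the consensus correlation was −0.04. Each library was counted once, and summing the libraries of one pool and group is among the alternatives.

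The programs were tested on simulated counts drawn with the means, library sizes and gene-wise dispersions of these libraries, in 5 data sets with 200 of about 11413 tested genes changed by 2 on the log2 scale in met. The changed genes were drawn from those with a mean of at least 20 CPM, so recovery of weaker genes was not measured. VoomLmFit recovered 6.8% of the changed genes, the quasi-likelihood test 4.7%, limma-trend 1.6% and DESeq2 8.8%, with the right sign for 100% of the recovered genes under the first 3 tests and 98.9% under DESeq2. The share of false calls was 62.8%, 24.2%, 0% and 90.4%. The median fitted change of the altered genes was between 1.98 and 2.16. A further 40 data sets had no changed gene. The weighted test was kept as the stated method, and limma-trend, which called a mean of at most 0.2 genes in those 40 data sets, is given beside it. Gene ontology annotation was not used here. Analyses ran in R 4.3.3 and Python 3.11.15 with SciPy 1.17.1.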

Results

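RNA sequencing was carried out on CD31hi EMCNhi endothelial cells, the endothelial subset of type H capillaries, sorted from mouse bone marrow. The tumour-burdened animals were BALB/c mice carrying 4T1.2 cells, a mammary cancer line of the same strain that spreads to bone. Marrow regions that held fluorescent tumour cells gave the met libraries, neighbouring regions without them gave the non-met libraries, and healthy mice gave the controls. There were 11 libraries: 3 met, 6 non-met and 2 control. They came from 6 pools of mice, of which 4 were tumour-burdened. Burdened pool 1 gave non-met libraries 1 and 5, pool 2 gave non-met 2 and 6 and met 1, pool 3 gave non-met 3 and met 2, and pool 4 gave non-met 4 and met 3. The 6 non-met libraries therefore represent 4 pools, and libraries of one pool are not independent animals.

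Total counts assigned to genes ranged from 733342 to 7683451 in the non-met libraries, from 2547520 to 8771860 in the met libraries, and were 5029771 and 19539761 in the controls. The ranges of met and non-met overlapped (P = 0.345, exact two-sided permutation test over 84 splits). Between 8041 and 12375 genes had at least 1 read in a library. A floor of 3 reads corresponded to 0.154 CPM (counts per 1e6 counts) in the deepest library and to 4.09 CPM in the shallowest, non-met 4. Such floors cover counting error only, because the reads carry no molecular identifiers. Rows left out of the tests held 1.95% and 2.87% of the counts in the controls, 2.91% to 3.46% in met and 3.38% to 15.8% in non-met libraries. Mitochondrial genes held 11.5% ± 3.62 (SD, n = 6) of the counts in non-met, 6.85% ± 2.62 (SD, n = 3) in met and 5.80% ± 0.566 (SD, n = 2) in control libraries. All 6 non-met libraries lay above both controls, while met and non-met overlapped (P = 0.107 for met against non-met and for non-met against control, exact permutation tests, adjusted P = 0.214 for both over 18 comparisons of library measures).

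**Figure D1:**
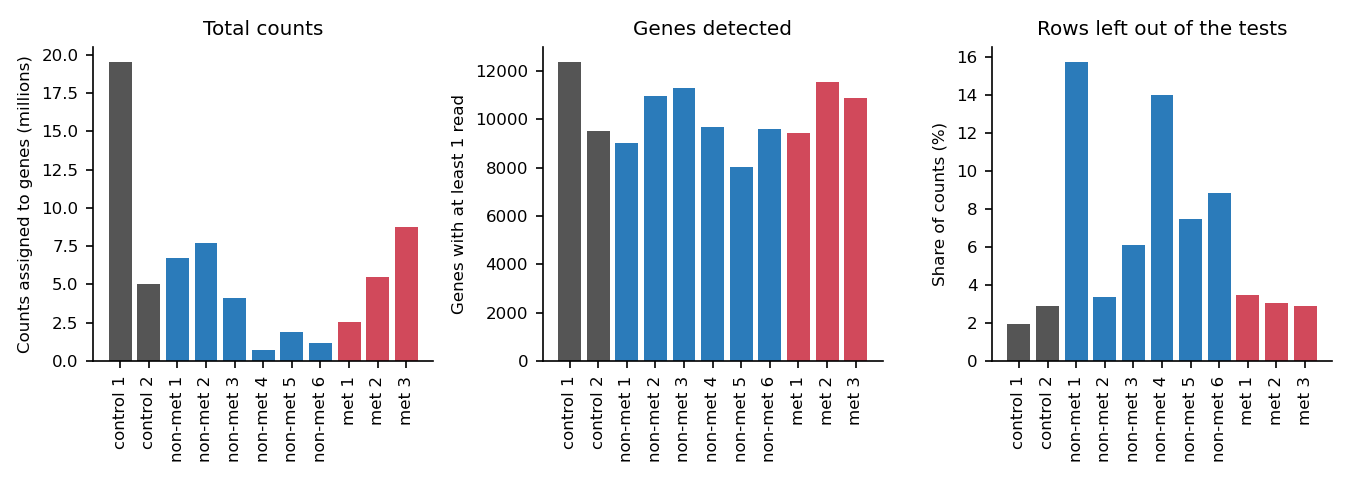
Bars give, for each of the 11 libraries, the counts assigned to genes (scaled by 1e6), the genes with at least 1 read, and the percentage of counts on rows left out of the tests. The deepest library is control 1 (19539761 counts) and the shallowest is non-met 4 (733342 counts).

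The first comparison asked which genes differ in endothelial cells of tumour-infiltrated marrow from those of the adjacent marrow. Of 11948 genes tested with voomLmFit, 51 had an adjusted P under 0.05, 34 of them higher and 17 lower in met. DESeq2 moved this count most, to 324 genes, and the balance reversed under the 3 other tests. DESeq2 called 21 higher and 303 lower, the edgeR quasi-likelihood test 3 higher and 7 lower (10 in all), and limma-trend 3 higher and 6 lower (9 in all). No gene was called by all 4 tests, and 4 of the 51 genes were also called by limma-trend, although 50 of the 51 changed in the same direction there. With mouse pool as a fixed replicate block, which pairs libraries of the same animals, voomLmFit called 27 genes of 9432, 18 of them among the 51. Without met replicate 3 the count was 16, and without control replicate 1 it was 87. The libraries were also divided into 2 sets that the labels do not give, by a cut at 5 CPM of summed epithelial transcripts. The controls and non-met 1 and 2 were in set 1, and the other 7 libraries in set 2. The cut was a choice, and the sets are not shown to be batches. Within set 2 voomLmFit called 13 genes, and with a term for the sets it called 9. Under RLE size factors 53.3% of the called genes were higher in met, compared with 66.7% under TMM scaling.

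The calls of voomLmFit have to be read against its behaviour on simulated counts with the same depths, means and dispersions and no changed gene. In 40 such data sets it called a mean of 18.9 genes and at most 43 between met and non-met, while limma-trend called a mean of 0.1. In 5 simulated data sets, 200 genes with a mean of at least 20 CPM were changed by 2 on the log2 scale. Of the genes voomLmFit called there, 62.8% were false, and 6.8% of the changed genes were recovered. Limma-trend made 0 false calls there and recovered 1.6% of the changed genes. An adjusted P from voomLmFit is thus no bound on false calls at these depths, and the absence of a call carries little information under any of the tests. The precision weights were uneven among abundant genes. In 18 of the 51 called genes, 1 met library carried over 90% of the weight of its group, against 8 of the 11897 genes not called. The standard errors below come from these weights and understate the spread between libraries, so the mean and SD over libraries are given with them.

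**Figure D2:**
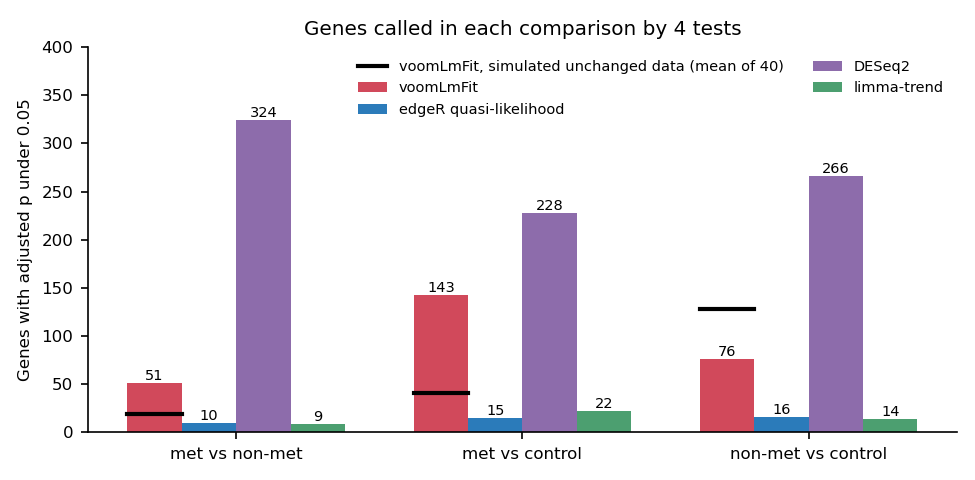
Bars give the number of genes with an adjusted P under 0.05 in each of the 3 comparisons for voomLmFit, the edgeR quasi-likelihood test, DESeq2 and limma-trend, and black lines give the mean number voomLmFit called in 40 simulated data sets with no changed gene. In non-met against control the 76 calls lie below the simulated mean of 127.7.

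*Col4a1* (Entrez gene 12826; GRCm38 chromosome 8, 11198423 to 11312889), which encodes a collagen chain of the vascular basement membrane, had 13.29 ± 0.28 log2 CPM in met (SD, n = 3), 12.45 ± 0.38 in non-met (SD, n = 6) and 11.70 ± 0.83 in control libraries (SD, n = 2). The fitted met to non-met log2 fold change was 0.81 (SE 0.0704, adjusted P = 6.18e-08, voomLmFit). The unweighted difference of 0.85 had P = 0.0357 in an exact permutation test over 84 splits, whose smallest possible P is 0.0119. The groups overlapped, with 13.02 log2 CPM in both met 1 and non-met 3. Over 27 alternatives the fitted value ranged from −0.02 to 1.22 and the adjusted P from 1.66e-25 to 0.999. The fitted value was below 0 in 3 of them, without control replicate 1 (−0.02), without control replicate 2 and without the low-count filter. *Col4a2* (Entrez gene 12827; chromosome 8, 11312805 to 11449287) had a log2 fold change of 0.90 (SE 0.174, adjusted P = 0.011, voomLmFit; adjusted P from 5.16e-25 to 0.932 over 27 alternatives) with 12.77 ± 0.41 log2 CPM in met (SD, n = 3) and 11.87 ± 0.36 in non-met libraries (SD, n = 6). Its exact permutation P was 0.0238. The quasi-likelihood test called both genes (adjusted P = 0.0201 and 0.024), and limma-trend (adjusted P = 0.932 for both) and DESeq2 (adjusted P = 0.215 and 0.192) called neither. The annotated spans of the 2 genes overlap by a short stretch, and the counting is not stated to use strand, so reads there are uncertain.

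*Cxcl10* (Entrez gene 15945; chromosome 5, 92346638 to 92348889), an interferon-inducible chemokine gene, had 126, 144 and 227 CPM in the 3 met libraries, at most 9.55 CPM in the 6 non-met libraries, and 10.4 and 14.5 CPM in the controls. Its log2 fold change between met and non-met was 6.92 (SE 1.20, adjusted P = 0.00294, voomLmFit), and DESeq2 called it too (adjusted P = 0.00136). The quasi-likelihood test and limma-trend did not (adjusted P = 0.388 and 0.603). Without met replicate 3 the adjusted P was 0.0514, and over 27 alternatives it ranged from 0.00093 to 1.00. *Cxcl11* (Entrez gene 56066; chromosome 5, 92359544 to 92363296) had 24.3 to 98.9 CPM in met and at most 2 reads in any non-met library, which makes it at least 42.1-fold higher in met (adjusted P = 0.0223, voomLmFit; from 0.00585 to 1.00 over 27 alternatives). It had 0 reads in both controls and was at least 185-fold higher in met than there. Between met and control *Cxcl10* had a log2 fold change of 3.94 and did not pass (adjusted P = 0.25, voomLmFit). For both chemokine genes all 3 met libraries lay above all 6 non-met libraries. This gives the smallest P the exact permutation test can reach with pools ignored, 0.0119. Both genes overlap the annotated span of *Art3*, so that part of their reads is uncertain in the same way.

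*S100a8* (Entrez gene 20201; chromosome 3, 90669071 to 90670034) had the largest fall in met of all genes tested by the voomLmFit fold change, but not by that of the quasi-likelihood test. It had 50.5 to 934 CPM in the non-met libraries, 0 reads in met replicates 1 and 2 and 12.1 CPM in met replicate 3. The log2 fold change was −9.78 (SE 2.33), which did not pass the threshold over all genes (adjusted P = 0.0669, voomLmFit). Limma-trend and DESeq2 called it (adjusted P = 0.000184 and 0.000265) and the quasi-likelihood test did not (adjusted P = 0.496). All 6 non-met libraries lay above all 3 met libraries (P = 0.0119, exact permutation test, the smallest it can reach with pools ignored). The 5 genes the study's text names for these libraries are *Col4a1*, *Col4a2*, *Cxcl10*, *Cxcl11* and *S100a8*. Between met and non-met, 4 passed over all genes tested and 5 when adjusted over the list alone. Over all genes, 3 passed between met and control, without *Cxcl10* and *S100a8* (log2 fold change −5.64, adjusted P = 0.299, voomLmFit, for *S100a8*). Between non-met and control 1 passed. The list was chosen on these samples, so a count adjusted over the list alone is not independent evidence.

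*Pecam1*, which encodes the sort marker CD31, had a log2 fold change of 0.89 between met and non-met (SE 0.133, adjusted P = 0.000441, voomLmFit), with 11.38 ± 0.23 log2 CPM in met (SD, n = 3) and 10.68 ± 0.45 in non-met libraries (SD, n = 6). The other 3 tests did not call it. *Emcn*, the second sort marker, did not differ detectably (log2 fold change 0.49, adjusted P = 0.592, voomLmFit). *Csf3r*, the receptor gene for granulocyte colony-stimulating factor, had more than 3 reads in only 3 libraries, control 2, non-met 2 and non-met 6, with 168, 466 and 31 reads, and no difference between groups was detectable. The ligand gene *Csf3* had at most 1 read in any library and was not tested.

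Of the 51 genes called between met and non-met, 13 had no overlap between the libraries of the groups, compared with 1.98% of all tested genes and 2.38% by chance. The 51 were selected for a group difference in these libraries, so the higher share does not show that the calls are true. The genes with the smallest adjusted P among the 13, beside *Cxcl10*, were *Cd34*, *Aqp1*, *Hspg2* and *Vim*, all higher, and *Ushbp1* and *Junb*, the only ones lower. *Cd34* had 10.44 ± 0.17 log2 CPM in met (SD, n = 3) and 9.13 ± 0.27 in non-met libraries (SD, n = 6), a log2 fold change of 1.31 (SE 0.203, adjusted P = 0.000721, voomLmFit). *Aqp1* rose by 1.39, *Hspg2* by 0.63 and *Vim* by 0.87, and *Ushbp1* and *Junb* changed by −1.19 and −0.80. Limma-trend called *Aqp1*, *Vim* and *Junb* of these (adjusted P = 0.018, 0.0397 and 0.00542). With pool as a fixed block, voomLmFit called *Junb* of these and none of *Cxcl10*, *Cd34*, *Aqp1*, *Hspg2*, *Vim* and *Ushbp1*. *Hspg2* ranged from 0.364 without non-met replicate 1 to 1.435 without non-met replicate 2. *Ushbp1* ranged from −1.335 without met replicate 2 to −0.779 without met replicate 3.

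**Figure D3:**
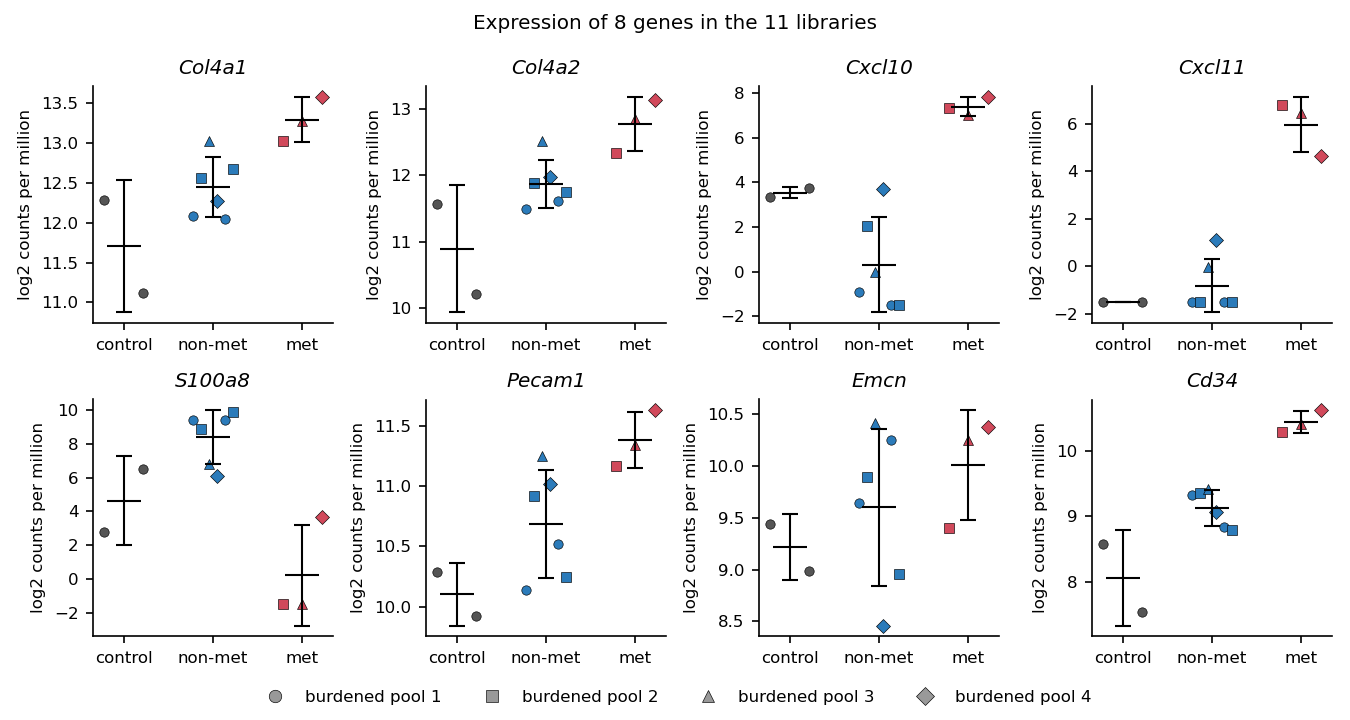
Points give log2 CPM of 8 genes in each of the 11 libraries, with symbols for the tumour-burdened pool (control libraries are grey circles), and black lines give the mean and SD of each group. Cxcl10, Cxcl11, Cd34 and S100a8 do not overlap between met and non-met, whereas Emcn does.

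Gene sets written down before the data were examined were then compared between met and non-met with camera, and 4 of 9 sets passed an adjusted P of 0.05. The themes of some sets came from the study's own result on these libraries, so a set that passed is not independent evidence. All 14 vascular basement membrane genes were higher in met (mean log2 fold change 0.79, adjusted P = 1.21e-13), as were 26 of 31 interferon response genes (1.90, adjusted P = 1.97e-09) and 18 of 22 genes of endothelial tip cells and sprouting (1.18, adjusted P = 9.01e-05). Of 21 immediate early genes, 16 were lower (−0.58, adjusted P = 4.70e-09). The basement membrane, interferon and immediate early sets held under fry, under an estimated inter-gene correlation and in limma-trend, and the tip cell set held in limma-trend only (adjusted P = 0.0367). With mouse pool as a fixed block 0 sets passed and 1 had an unadjusted P under 0.05 (adjusted P from 0.424 for basement membrane to 0.952 for tip cells). The 4 sets that passed without the block kept their directions, and the hypoxia set reversed. The mean expression of the interferon set was 6.17 ± 0.24 log2 CPM in met (SD, n = 3) and 4.07 ± 0.62 in non-met libraries (SD, n = 6), with no overlap (P = 0.0119, exact permutation test, adjusted P = 0.135 over 17 sets). For basement membrane it was 10.11 ± 0.08 (SD, n = 3) and 9.13 ± 0.44 (SD, n = 6; P = 0.0238, exact permutation test, adjusted P = 0.135). For immediate early genes the difference of −0.37 was within the spread between libraries (P = 0.226, exact permutation test). The sets for inflammatory chemokines and adhesion, proliferation, hypoxia, sinusoidal endothelium and arterial endothelium did not pass (adjusted P from 0.161 to 0.989), although the chemokine set passed under fry (adjusted P = 0.00666) and the sinusoidal set, lower in met, passed with the term for the library sets (adjusted P = 0.0335). The mean expression of the sinusoidal set was lower in met than in every non-met library of the same pool, and its mean log2 fold change was −0.81 with pool as a fixed block, compared with −0.26 without. The set of 20 genes of endothelium in general was higher in met (19 of 20 genes, mean log2 fold change 0.55, adjusted P = 2.76e-12, camera). It held under fry (adjusted P = 0.0093) and an estimated correlation (adjusted P = 0.00941), but not in limma-trend (adjusted P = 0.159). Its mean expression had an exact permutation P of 0.131. Between met and control 13 of 20 genes were higher (adjusted P = 1.56e-11, camera, and 0.00246, limma-trend), with an exact permutation P of 0.2.

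Marker sets of other cell types were compared in the same way, since RNA of other marrow cells can be present in a sorted fraction. Of 7 sets tested, 4 passed between met and non-met. Of 27 granulocyte genes, 25 were lower in met (median log2 fold change −4.51, or −4.61 with the 17 genes at or under the floor in 1 group set to their bound; adjusted P = 2.56e-14, camera). All 4 B cell genes were lower (median −4.49, or −3.63 with bounds; adjusted P = 0.0043), as were 10 of 12 monocyte and macrophage genes (−1.49, or −1.06 with bounds; adjusted P = 0.049), and 5 of 6 megakaryocyte and platelet genes were higher (1.82; adjusted P = 0.049). None of these held under fry or an estimated correlation (adjusted P from 0.0592 to 0.113), and in limma-trend the granulocyte, B cell and megakaryocyte sets passed. With mouse pool as a fixed block 0 of the 7 sets passed (adjusted P = 0.975 for each, camera). The sets for red cells (adjusted P = 0.257), osteolineage, stromal and perivascular cells (adjusted P = 0.0982) and mammary tumour epithelium (adjusted P = 0.452) did not pass. The summed level of *S100a8*, *S100a9*, *Ngp*, *Camp*, *Ltf* and *Lcn2* differed between pools among the non-met libraries, with 1801 to 4609 CPM in pools 1 and 2, 244 CPM in pool 3 and 434 CPM in pool 4. In the met libraries it was 181 CPM in pool 2, 66.2 CPM in pool 3 and 35.1 CPM in pool 4, each below the non-met libraries of its pool, and in the controls 34.5 and 403 CPM.

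**Figure D4:**
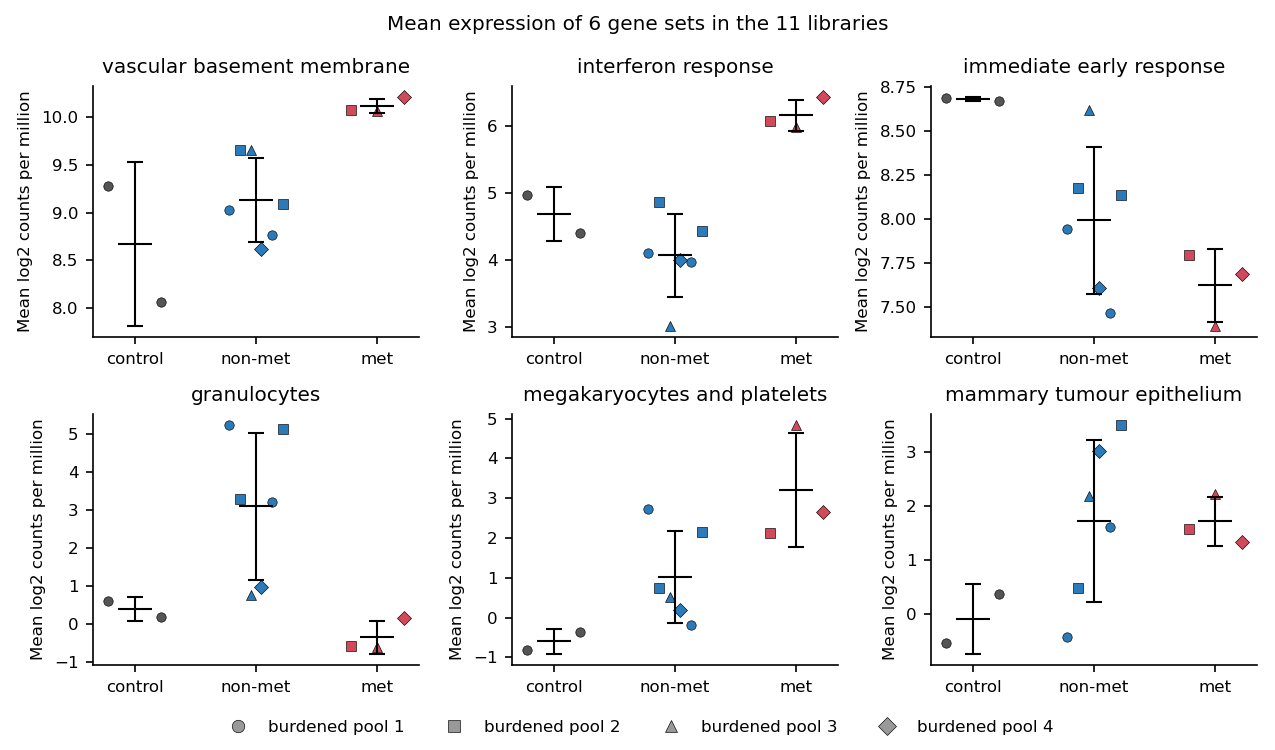
Points give the mean log2 CPM of the genes of 6 sets in each of the 11 libraries, with symbols for the tumour-burdened pool (control libraries are grey circles), and black lines give the mean and SD of each group. The 3 met libraries lie above all others for the basement membrane and interferon sets, whereas the granulocyte set is high in the non-met libraries of pools 1 and 2.

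**Figure D5:**
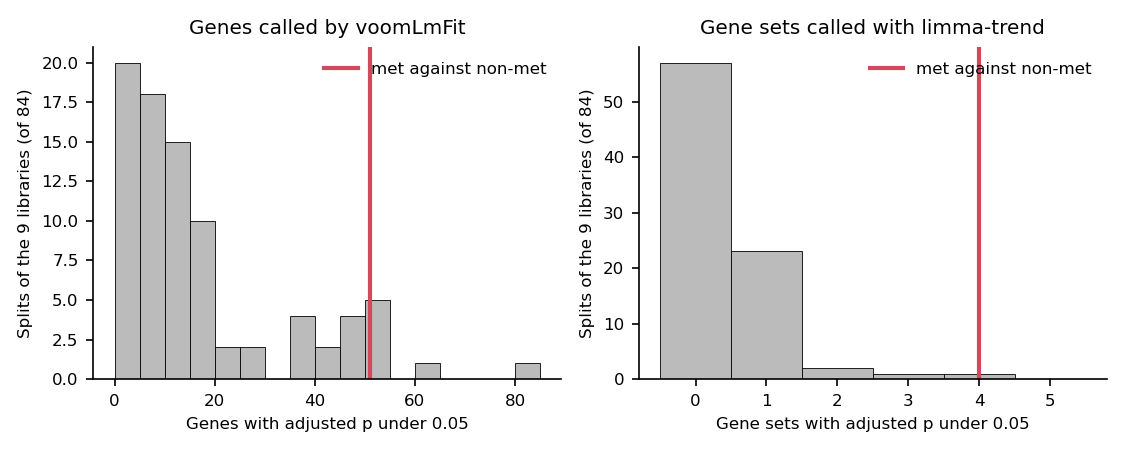
Bars count the 84 splits of the 9 libraries of tumour-burdened mice into 3 and 6 by the number of genes called with voomLmFit and by the number of process sets called with limma-trend, and the lines mark met against non-met. Met against non-met gave 51 genes and 4 sets, and the highest counts among the other splits were 81 genes and 3 sets.

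The second comparison asked how endothelial cells of infiltrated marrow differ from those of healthy bone. VoomLmFit called 143 genes, 82 higher and 61 lower in met, against a mean of 40.5 and at most 85 in the 40 simulated data sets with no changed gene. Limma-trend called 22 genes, 19 of them among the 143, and DESeq2 called 228. Without met replicate 3 voomLmFit called 36, and with a term for the 2 library sets 4. Neither set holds both met and control libraries, so no value for this comparison can be had within a set. The library size alone as scaling gave 136 calls, of which 46.3% were higher, compared with 57.3% under TMM. Only 2 control libraries were available, so the exact permutation test cannot go below P = 0.1. *Pecam1* was higher in met (limma-trend log2 fold change 1.27, adjusted P = 0.00164), and voomLmFit called it too (adjusted P = 7.72e-27). *Ctsb* had a voomLmFit log2 fold change of 1.53 (adjusted P = 0.000384 in limma-trend) and *Hspg2* one of 0.78 (adjusted P = 1.00 in limma-trend). *Selenop* had 11.61 ± 0.22 log2 CPM in met (SD, n = 3) and 12.77 ± 0.13 in control libraries (SD, n = 2), and its log2 fold change of −0.87 passed in all 4 tests. *Jun* changed by −1.65 (adjusted P = 0.015 in limma-trend) and *Cxcl12* by −4.07. *Cxcl12* was not called by the quasi-likelihood test, limma-trend or DESeq2 (adjusted P = 0.786, 0.93 and 0.124). Its fitted value was −2.584 without control replicate 2. *Col4a1* and *Col4a2* had log2 fold changes of 1.81 and 1.21 (adjusted P = 0.00595 and 0.000237, voomLmFit). Over 24 alternatives they ranged from 0.681 to 1.89 and from 0.713 to 2.065. Without control replicate 2 they were 0.681 and 0.764, and without control replicate 1 *Col4a2* was 2.065. The quasi-likelihood test (adjusted P = 3.09e-05 and 1.03e-05) and DESeq2 (adjusted P = 0.00295 and 0.00058) called both, and limma-trend neither (adjusted P = 0.701 and 0.45). *Emcn* had 0.91 (adjusted P = 1.65e-05, voomLmFit) with libraries that overlapped between the groups. Of the 143 genes, 116 had no overlap between met and control libraries, compared with 20.7% of all tested genes and 20% by chance. Since the 143 were selected for a difference in these libraries, that share does not show that the calls are true. In 10 genes all 4 tests made the call: *Cd34*, *Col18a1*, *Fosb*, *Gbp4*, *Igfbp3*, *Mcam*, *Selenop*, *Slco2a1*, *Stc1* and *Vim* (listed after their values were seen, apart from *Selenop*, *Cd34* and *Vim*). The basement membrane set was higher (14 of 14 genes, adjusted P = 2.19e-16, camera) and the immediate early set lower (16 of 21 genes, adjusted P = 6.41e-11). The interferon set was higher (22 of 31 genes, adjusted P = 3.08e-05). These 3 held under fry, under an estimated correlation and in limma-trend. The proliferation and sinusoidal sets passed in camera only (adjusted P = 0.025 and 0.0131). Of the 7 marker sets of other cell types, the megakaryocyte set passed (5 of 6 genes higher, adjusted P = 0.00426, camera), and it held under fry (adjusted P = 0.00561) but not under an estimated correlation (adjusted P = 0.0612). The mammary epithelial set (7 of 9 genes higher) did not pass in camera (adjusted P = 0.132) but did in limma-trend (adjusted P = 0.000582).

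In 33 genes met differed from both other groups in the same direction, 26 of them higher. These comparisons share the met libraries, so some overlap arises by chance: the 40 simulated data sets gave a mean of 1.9 such genes. Among the 50 genes with the smallest P in met against non-met and the 100 in met against control, 32 were shared in the same direction, compared with a mean of 5.7 and at most 11 in the simulations. Without met replicate 3, 8 genes differed from both groups. In limma-trend 5 genes passed in both comparisons, *Col1a2*, *Fos*, *Igfbp3*, *Junb* and *Vim*, of which *Col1a2*, *Fos* and *Igfbp3* are named after their values were seen.

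The third comparison asked whether endothelial cells away from the lesion differ from those of healthy bone. VoomLmFit called 76 genes, 22 higher and 54 lower in non-met, which is below the mean of 127.7 in the 40 simulated data sets with no changed gene, all 40 of which gave at least 76. Without non-met replicate 5 the count was 33, within library set 1 it was 39, and with a term for the sets it was 20. The direction of the calls reversed with the test, since DESeq2 called 262 higher and 4 lower and limma-trend 12 higher and 2 lower. Limma-trend called 14 genes in all, against at most 2 in its simulated data sets, and 7 of them were among the 76. All 4 tests called 4 genes, *ATP8*, *Insr*, *Lrg1* and *Stc1*, which are named after their values were seen. The median log2 fold change of all genes was −0.33 under TMM, −0.54 with library size alone and −0.25 under RLE, so small decreases have to be read relative to that shift. The share of higher calls was 28.9% under TMM, 13.8% with library size alone and 38.6% under RLE. The genes ranked first were *ND1*, *ND4* and *Adamts5*, higher by 1.77, 0.76 and 1.40, and *Cxcl12*, *Igfbp4* and *Selenop*, which changed by −3.12, −1.33 and −0.77. Their directions held over 25 alternatives, but some sizes rested on 1 control. *ND1* was 0.689 and *Adamts5* 0.659 without control replicate 1, and *Cxcl12* was −1.688 without control replicate 2. *Selenop* was also called by limma-trend (adjusted P = 8.21e-05), and the other 5 were not. The annotated spans of *Cd34*, *Ctsb*, *Selenop* and *ND4* overlap those of *Gm16897*, *Fdft1*, *Ccdc152* and *ND4L*, so part of their reads is uncertain. *ND1* and *ND4* are mitochondrial genes whose reads can also match nuclear copies. *S100a8* had a log2 fold change of 4.14 (SE 1.11, adjusted P = 0.074, voomLmFit), and it passed the threshold in 3 of 25 alternatives. The fitted value was 2.15 without control replicate 1 and 5.93 without control replicate 2. Its level in non-met libraries 3 and 4 (86.7 and 50.5 CPM) lay below that of control 2 (101.2 CPM). *Cxcl10* did not differ detectably (adjusted P = 0.396), nor did *Col4a1* (adjusted P = 0.16). *Col4a2* had a log2 fold change of 0.31 (adjusted P = 0.00632, voomLmFit), with values from −0.08 to 1.28 over 25 alternatives. It was lowest without control replicate 2, and also below 0 with library size only and without non-met replicate 2. The libraries overlapped, and the quasi-likelihood test, limma-trend and DESeq2 did not call it (adjusted P = 0.311, 0.941 and 0.139). Of the 76 genes, 59 had no overlap between the groups, compared with 6.29% of all tested genes and 7.14% by chance. Since the 76 were selected for a difference in these libraries, that share does not show that the calls are true.

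Of the 9 process sets, 4 passed between non-met and control, with 16 of 23 proliferation genes higher (adjusted P = 0.0121, camera) and most genes of the tip cell, immediate early and sinusoidal sets lower (adjusted P = 0.0402 for each). The mean expression of the proliferation set was 3.39 log2 CPM in control 1 and 0.63 in control 2. It was 4.64 in non-met 2 and 1.69 to 2.46 in the other non-met libraries. The difference of 0.51 between the groups had an exact permutation P of 0.607. None of the 4 sets that passed held under an estimated inter-gene correlation, and under fry only the immediate early set did (adjusted P = 0.0365). Under limma-trend the proliferation, basement membrane and arterial sets passed. Of the 7 marker sets of other cell types, 3 passed: 26 of 27 granulocyte genes were higher in non-met (median log2 fold change 4.41, or 4.63 with bounds; adjusted P = 1.67e-10, camera), with 7 of 9 mammary epithelial genes (adjusted P = 0.0103) and 5 of 6 megakaryocyte genes (adjusted P = 0.028). Under fry the granulocyte and megakaryocyte sets held (adjusted P = 0.0378 for both). The granulocyte set score differed from control with an exact permutation P of 0.0714 over 28 splits.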

Values the study reported

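The study generated libraries from total RNA of 700 to 5500 sorted cells, read in pairs of 75 bp. One sample in which less than 20% of read pairs aligned was removed. Genes were called at a false discovery rate below 5%. In the study's text, Col4a1 and Col4a2 rose on tumour infiltration, Cxcl10 and Cxcl11 were upregulated, and S100a8 was the gene raised most in endothelial cells of the non-met areas.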

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

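The tests in this part were chosen after the results were seen.

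Among 44 measures of the 6 non-met libraries, 2 had a library far from the others, where chance gives about 2.2. The first was *Adamts5*, at 11.36 log2 CPM in non-met 3 compared with 10.23 to 10.48 in the other libraries (the gap was 0.779 of the whole range). The second was the proliferation set, with a mean of 4.64 log2 CPM in non-met 2 and 1.69 to 2.46 in the others (0.74 of the range). With no more such values than chance gives, neither a technical nor a biological explanation was tested for them.

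The rows left out of the tests held a mean of 9.26% of the counts in non-met libraries, above the 2.41% of the controls (P = 0.0714, exact permutation test over 28 splits, adjusted P = 0.214 over 18 comparisons of library measures) and the 3.14% of met libraries. A single unnamed row held 75.4% of the excess over the controls, with a mean of 5.76% of the counts in non-met and 0.588% in control libraries, so a few features taking many counts is a candidate explanation. A dependence on library depth cannot be told apart: the rank order of share and total count over the 6 non-met libraries had an exact permutation P of 0.419, and 6 libraries are too few to decide. A biological difference between the areas stays open and was not tested.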

How the results depend on the processing

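Limma-trend, the term for 2 library sets and the fits within each set were chosen after seeing the data, and the other alternatives before. Over all alternatives, 108 of 179 values of summary counts stayed within 1.5 times the reported count, and 71 moved. For gene sets, 565 of 688 values kept direction and side of the threshold, 83 were weaker, 19 stronger and 21 reversed. For named genes, 806 of 1033 did so, 174 were weaker, 21 stronger and 10 reversed, and 22 moved. The 10 leave out fits with 1 control in comparisons with control, where Csf3r and Col4a2 also changed sign. Except where the alternative itself has fewer libraries or genes, the cause was not tested.

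For genes changed, met vs non-met (51 as reported), the edgeR quasi-likelihood test gave 10, DESeq2 324, limma-trend 9, no low-count filter 79, libraries of one pool summed 24, the library set as a term 9, library set 2 only 13, mouse pool as a fixed replicate block 27, and the block with only the 3 pools that hold both groups 21. For genes changed, met vs control (143), the quasi-likelihood test gave 15, DESeq2 228, limma-trend 22, no sample weights 274, no low-count filter 429, libraries of one pool summed 55, the library set as a term 4, and only met and control libraries 80. For genes changed, non-met vs control (76), the quasi-likelihood test gave 16, DESeq2 266, limma-trend 14, no sample weights 140, library size only 160, no low-count filter 184, a mean of at least 5 CPM 35, libraries of one pool summed 33, the library set as a term 20, and library set 1 only 39. For genes distinct in met from both other groups (33), the quasi-likelihood test gave 3, DESeq2 88, limma-trend 5, libraries of one pool summed 18, and the library set as a term 1.

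For gene sets changed, met vs non-met (4), mouse pool as a fixed block gave 0 (1 at an unadjusted P under 0.05). For gene sets changed, non-met vs control (4), RLE size factors gave 1, fry 1 and an estimated inter-gene correlation 0 (0 at an unadjusted P under 0.05). For carry-over marker sets, met vs non-met (4), no sample weights, library size only, no low-count filter, libraries of one pool summed and the library set as a term each gave 2, a mean of at least 5 CPM gave 1, and mouse pool as a fixed block, fry and an estimated correlation gave 0 (0, 4 and 1 at an unadjusted P under 0.05). For carry-over marker sets, non-met vs control (3), no low-count filter gave 5 and an estimated correlation 0 (2 at an unadjusted P under 0.05).

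Leaving out each library in turn gave from 16 (without met replicate 3) to 87 (without control replicate 1) for genes changed, met vs non-met. Counts and set results that involve the controls come from the 9 fits that keep both controls. These gave from 36 (without met replicate 3) to 164 for genes changed, met vs control, and from 33 (without non-met replicate 5) to 104 for genes changed, non-met vs control. They gave from 8 (without met replicate 3) to 38 for genes distinct in met from both other groups. Leaving out 1 library gave 4 gene sets in each of 11 fits for met vs non-met and from 1 (without met replicate 3) to 5 for gene sets changed, non-met vs control. For carry-over marker sets it gave from 1 (without met replicate 2) to 4 for met vs non-met and from 3 to 4 for non-met vs control.

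Mean log2 fold changes of sets reversed as follows. The set hypoxia response, met vs non-met, was 0.059 with mouse pool as a fixed block and 0.154 in limma-trend. It ranged from −0.45 to 0.083 over the fits without 1 library, and was above 0 without met replicate 1, met replicate 3 or non-met replicate 6. The set proliferation, met vs non-met, was 0.025 in limma-trend and ranged from −0.565 to 0.097 over the fits without 1 library, above 0 without non-met replicate 2 or met replicate 3. The set hypoxia response, non-met vs control, was −0.114 with no sample weights, −0.089 with library size only and −0.239 in limma-trend. The set interferon response, non-met vs control, was 0.049 with RLE size factors, 0.009 with no low-count filter and 0.224 with libraries of one pool summed, and ranged from −0.272 to 0.164 (without non-met replicate 3) over the fits without 1 library. The set inflammatory chemokines and adhesion, non-met vs control, was −0.198 in limma-trend. The set osteolineage, stromal and perivascular cells, non-met vs control, was −0.351 with no sample weights, −0.637 with the library set as a term and −0.796 in limma-trend. The set monocytes and macrophages, non-met vs control, was −0.115 in limma-trend and ranged from −0.111 (without non-met replicate 2) to 1.116 over the fits without 1 library. None of these sets passed the threshold as reported.

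Among genes, Col4a1, met vs non-met, was −0.007 with no low-count filter, −0.02 without control replicate 1 and −0.001 without control replicate 2, and up to 1.221 without met replicate 1. Emcn, met vs non-met, was −0.045 with mouse pool as a fixed block. Col4a2, non-met vs control, was −0.046 with library size only and −0.075 without non-met replicate 2, and ranged from −0.077 to 1.278 without control replicate 2 or 1. Csf3r, non-met vs control, was 0.103 in the quasi-likelihood test, 0.032 in DESeq2, 0.958 with no sample weights and 1.39 in library set 1 only. It was −3.868 without control replicate 1 and 6.398 without control replicate 2. Csf3r, met vs control, was −4.92 as reported and 2.168 without control replicate 2. Mouse pool as a random effect gave 52 genes for met vs non-met, and camera was not run with it. Depth limits the genes of the shallow libraries most, and with 2 controls no gene can be tested alone by permutation below P = 0.1 for met vs control.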

Other observations

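Predictions for the granulocyte, marrow cell, tumour cell and stromal explanations, for library depth and for the gene count of the splits were written before their values were seen. The other tests, among them those of tumour RNA within 7 libraries, were chosen after.

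The low level of *S100a8* in met came with the other granulocyte genes. Of 25 granulocyte genes other than *S100a8* and *S100a9*, 23 were lower in met than in non-met (median log2 fold change −4.31) and 24 were higher in non-met than in control (median 4.44). *Ngp* had 324 to 457 CPM and *Ltf* 35.4 to 264 CPM in the non-met libraries of pools 1 and 2. In non-met 3 and 4 they were lower, with 21.8 and 46.4 CPM for *Ngp* and 0.2 and 2.7 CPM for *Ltf*. In met *Ngp* had 0, 29 and 0.1 CPM, so that in pool 3 it was higher in met than in non-met, and *Ltf* had 0 CPM. These values go with RNA of granulocytes carried over in the sort as a candidate explanation of the *S100a8* differences in both comparisons. In tissue staining the paper found no neutrophils in infiltrated areas and many in the tumour-free stroma, the same direction as met against non-met. The paper's sort also gated out hematopoietic cells with antibodies, which bears on how much could be carried over. A response of endothelial cells in which they make a whole granulocyte programme was not tested. RNA of all marrow cells alike is argued against, because the marker sets moved apart. From non-met to met the megakaryocyte set changed by 5.63 more on the log2 scale than the granulocyte set. The exact permutation P over 84 splits was 0.0119, the smallest it can give with pools ignored. The megakaryocyte rise itself had an exact permutation P of 0.0833.

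Traces of epithelial transcripts (*Krt8*, *Krt18* and *Krt19* summed) were 0.82 and 1.79 CPM in the controls, 9.69 to 65.5 CPM in met and 1.19 to 82.0 CPM in non-met libraries. For the genes higher in met than in non-met as a whole, tumour RNA in the sorted fraction cannot be told apart. The epithelial set score differed by −0.01 (P = 0.988, exact permutation test), but 4 of its 9 genes were higher and 5 lower, which decides nothing. Among the 7 libraries of the set with higher traces described in the next paragraph, 3 gene sets were compared with the summed traces. The interferon set rose by 3.49 more than the traces and the tip cell set by 2.68 more (P = 0.0286 for each, exact permutation test over 35 splits, the smallest it can give, adjusted P = 0.0858 over 12 tests), and the basement membrane set by 2.26 more (P = 0.0571, adjusted P = 0.114). That library set leaves out the 2 non-met libraries with the lowest traces. Over all 9 met and non-met libraries the differences were 1.79, 0.92 and 0.67 (P = 0.333, 0.607 and 0.702, exact permutation tests over 84 splits). With the epithelial set score as reference, the interferon set rose by 2.11 more over the 9 libraries (P = 0.119, exact permutation test). For the basement membrane and tip cell sets tumour RNA cannot be told apart, since the result depends on which libraries are kept. For the interferon set, non-met 3 to 6 had traces of 25.8 to 82.0 CPM but scored only 3.02 to 4.43 log2 CPM. Non-met 1 and 2, with traces of 1.19 and 4.43 CPM, scored 4.11 and 4.87. Met 1 and 3, with 17.7 and 9.69 CPM, scored 6.08 and 6.43. These values argue against tumour RNA, as the traces measure it, for that set, although the test over 9 libraries did not decide. The paper names *Cxcl11*, a gene of that set, among chemokine genes raised in the tumour line. The level of *Cxcl11* alone therefore does not tell endothelial from tumour origin. For *Col4a1* and *Col4a2*, RNA of stromal and perivascular cells cannot be told apart: the basement membrane set rose by 1.43 more than the stromal set, with an exact permutation P of 0.107, and 7 of the 20 stromal genes were higher. The high spread of single stromal genes keeps this open.

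A cut at 5 CPM of these epithelial traces divided the libraries into 2 sets, a split the labels do not give. The values nearest the cut were 4.43 CPM in non-met 2 and 9.69 CPM in met 3. The cut was a choice, and the sets are not shown to be batches. Set 1 holds both controls and non-met 1 and 2, and set 2 the other 7 libraries, so that pools 1 and 2 are divided and all met libraries are in set 2. A term for the sets called 0 genes with voomLmFit. Of genes at 5 CPM or more in all 4 libraries of set 1 and at the floor in all 7 of set 2 there were 12, which 8 of 330 splits of the 11 libraries into 4 and 7 matched, against a median of 1 over the others. In limma-trend 568 genes had an unadjusted P under 0.05 for the term, compared with a median of 687.5 over the other ways of dealing the 6 non-met libraries into 2 and 4, and 14 of the 15 ways, the real one included, gave at least as many. Library set and the difference between met and control cannot be told apart directly, since the term rests on the non-met libraries alone. Within set 2, met against non-met gave 13 genes, and within set 1, non-met against control gave 39.

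The number of genes called between met and non-met was not rare among other groupings of the same libraries. Of the 84 splits of the 9 libraries of tumour-burdened mice into 3 and 6, 5 gave at least 51 genes with voomLmFit, and 2 of the 36 splits that part as many of the 6 same-pool pairs did. The largest count was 81, for non-met 3, non-met 4 and met 3, a group that crosses both areas and lies within library set 2. In all 5 of these splits, the real one included, the group of 3 lies within set 2 and holds met 3, without which met against non-met gave 16 genes. In limma-trend 13 of the 84 splits gave at least 9 genes. Of 80 splits for which camera could be fitted, 8 gave at least 4 process sets with the weights, and 2 gave at least 4 marker sets of other cell types. With limma-trend and no weights, 1 of 84 splits gave 4 process sets, the real one, whereas 17 of 84 gave at least its 3 marker sets. Some process sets stand for themes the study had found with the real grouping, which favours that split. With mouse pool as a fixed block 0 sets passed (1 at an unadjusted P under 0.05) and 27 genes did.

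Part of the gene count may come from precision weights that rest on 1 library: this was so for 18 of the 51 called genes in met, and 4 of the 51 were called by limma-trend. The weights were extreme for abundant genes. For *Selenop*, met replicate 3 carried 100% of the met weight, and the standard error was 0.000684, although the non-met libraries spanned 0.55 on the log2 scale. False calls of the weighted test at these depths and spreads could give as many calls as were made between non-met and control (mean 127.7 in 40 unchanged data sets, compared with 76). The simulation gives more than were seen, and limma-trend called 14 genes there against a simulated mean of 0.1, so not every call need be false. The simulated false calls did not reach the numbers called for met against non-met (mean 18.9, none of 40 reaching 51) or met against control (mean 40.5, none reaching 143). For met against non-met, 5 of the 84 splits of the libraries, the real one included, gave at least 51 genes. Without met replicate 3 the count was 16. False calls beyond those simulated therefore stay open for that comparison. For met against non-met a part of library depth cannot be told apart. Total counts differed by 0.918 on the log2 scale, with overlapping ranges (P = 0.345, exact permutation test), and 3 against 6 libraries are too few to exclude it.

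The interferon and basement membrane changes were not a trend on GC content or gene length. After such a trend was removed from all genes (0.382% of the variance across genes), the mean change was 1.85 for the interferon set, above the central range of −0.57 to 0.63 over 10000 random sets matched on expression, and 0.69 for the basement membrane set, above −0.49 to 0.15. Before removal the unweighted means were 2.10 and 0.98. Both sets also hold genes the study picked from these libraries. A response of endothelium to the tumour remains an open explanation, as do differences in the cells that the sort took up from the infiltrated area.

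*S100a8* ranked first by its fall from non-met to met in the voomLmFit fold change, which the quasi-likelihood test does not share, but not by its fitted rise from control to non-met (4.14 on the log2 scale), where it ranked 1313 of 11948 and none of the 4 tests called it. That rise passed in 3 of 25 alternatives, and was 2.15 without control replicate 1 and 5.93 without control replicate 2.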
